A study of Mus musculus with 76 samples. Its data were reported in "Tau Overexpression Impacts a Neuroinflammation Gene Expression Network Perturbed in Alzheimer’s Disease" (2014).

How the data were processed

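Total RNA from the hippocampus of 76 female mice, purified on RNeasy columns, amplified with the NuGEN Ovation Pico WTA kit and labelled with biotin, was measured on an Affymetrix mouse expression array, 1 array per mouse. The labels gave each mouse a genotype, an age and a mouse number. rTg4510 mice carry a mutant human tau transgene and the tetracycline transactivator that switches it on in forebrain neurons, tTA mice carry the transactivator alone, and DN (double negative) mice carry neither. The labels' ages were grouped around 1.9, 4.7 and 6.1 months, as the study groups them, and the remaining tTA and DN mice were put in a group around 10.7 months. The deposited values are log2 signals that the authors made with RMA, a summary that corrects background, equalises the distributions of the arrays and combines the probes of each probe set. The submitters' processing notes name RMA without a version. All 76 arrays were kept. The study excluded a tTA array of 6.1 months as an outlier, and the labels do not say whether that array is among the 76. The number of arrays per group limits the precision of every comparison.

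The table held 22716 probe sets. The 90 control probe sets were left out and 22626 were tested. A gene symbol was taken from the array's annotation and brought up to date by gene identifier against the RefSeq genes of mouse assembly GRCm38.p6 for 17977 probe sets. The build behind the array was not named, so no coordinates are given. Exactly 1 symbol was found for 18003 probe sets, several for 287, and 4336 were not listed. These covered 11807 genes, and each gene was represented by its probe set of highest mean signal over the 76 arrays.

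Each comparison was fitted with limma 3.58.1 in R 4.3.3, with a mean per group, moderated variances and two-sided tests, and p-values were adjusted by the Benjamini-Hochberg method over the 22626 probe sets at a threshold of 0.05 with no fold threshold. At 4.7 and at 6.1 months the fit held the 3 genotypes of that age, and at 10.7 months tTA and DN mice. Age was tested within each genotype by an F test over its 3 ages. The interaction compared rTg4510 minus tTA at 6.1 months with the same difference at 4.7 months. Another F test asked whether tTA minus DN differed among its 3 ages. The intersection counted probe sets past the threshold in rTg4510 against tTA at both ages and with age in rTg4510. Correlations used a permutation test with 100000 resamples, exact under 10 mice, in Python 3.11.15 with numpy 2.4.6 and scipy 1.17.1. Tables were handled with pandas 2.3.3 and plots drawn with matplotlib 3.10.9.

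The comparisons, the gene lists, the rule for named genes and most alternatives were fixed before the data were examined. There were 26 lists with 406 entries, of which 336 were measured: transgene loci, complement, homeostatic microglia, activated microglia, antigen presentation, interferon response, reactive astrocyte, general astrocyte, oligodendrocyte, oligodendrocyte precursor, vascular, choroid plexus, blood and peripheral immune, activity regulated, synaptic, CA1 pyramidal, CA3 pyramidal, dentate granule, inhibitory interneuron, lysosome, cholesterol synthesis, oxidative phosphorylation, heat shock, circadian, Alzheimer risk orthologues and genes the study names. All but the transgene loci, 25 lists, were tested with limma's camera at a preset correlation of 0.01, which compares a list with all other genes, and again with an estimated correlation. limma's fry, which asks whether a list moves on balance one way, was an alternative. The genes the study names were taken from its text, many of them chosen by the study on these samples, so that list is not independent evidence. A list score is the mean log2 signal of its members in a mouse. Named are the transgene loci, the genes the study names, the 10 genes of largest rise and of largest fall past the threshold in rTg4510 against tTA (8 each way in the other comparisons, except rTg4510 against DN), and from each list up to 4 members that passed and 2 that did not. Not every gene that this rule names is printed.

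The alternatives were a plain linear model, the linear scale, the brighter probe sets alone, centring each array on its median, quantile normalisation, counting genes in place of probe sets, all 9 groups or only the compared groups in the fit, leaving out each array in turn, leaving out the 6.1 month mice numbered 75 and above, leaving out the 6.1 month tTA array of lowest correlation with its group, and, for lists, the mean of all probe sets of a gene. Another probe set of each named gene was also tried. The choroid plexus score as a covariate and leaving out mouse 40 were chosen after seeing the data. Each count was also made on 100 splits of the same arrays, and a mouse was held to stand apart where its gap to the nearest mouse, over the range of its group, passed Dixon's 95% critical value. Mouse numbers are those of the labels. The fits were tested on simulated data in which 200 probe sets were shifted by a log2 of 0.3, 0.5 or 1. At 0.5 the share recovered was 94.5% for rTg4510 against tTA at 4.7 months, 92.5% at 6.1 months, 69% for tTA against DN at 10.7 months and 80% for the interaction.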

Results

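The hippocampal transcriptome was profiled in 26 rTg4510 mice (10 around 1.9 months, 10 around 4.7 months and 6 around 6.1 months), 25 tTA mice and 25 DN mice (each 10 around 4.7, 10 around 6.1 and 5 around 10.7 months). All differences are in log2 units with their SE from limma, and each adjusted p is over all 22626 probe sets. The mean of the arrays' median log2 signals was between 5.31 and 5.36 in each group, and the mean of the arrays' median correlations with their own group was between 0.994 and 0.996.

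The first principal component set genes of the choroid plexus, the epithelium that makes cerebrospinal fluid in the adjoining ventricle, against neuronal genes. It held 31.6% of the variance of the 5000 most variable probe sets, with Folr1, Kcne2, Cldn2 and Ttr at one end and Doc2b, Wfs1, Pou3f1 and Lefty1 at the other, and across arrays it correlated with the synaptic score (r = -0.86), the choroid plexus score (r = 0.81) and the activated microglia score (r = 0.77). The choroid plexus score was 7.20 ± 1.39 (SD, n = 10) in rTg4510 and 5.67 ± 1.36 (n = 10) in tTA mice at 4.7 months, and 7.44 ± 1.38 (n = 6) and 6.67 ± 1.45 (n = 10) at 6.1 months. The third component set choroid plexus genes against C4b, Ccl6, Mpeg1 and Cd52, and the fourth set Pmaip1, Car4 and Tbr1 against Dsp, C1ql3, Cxcl12 and Stxbp6. The tTA array of mouse 21 at 6.1 months stood apart in the Gapdh 3′ minus 5′ difference, at 0.438 against at most 0.199 on any other array. Its median correlation with its group, 0.99, was the lowest of that group and 0.9916 the next. On the fourth component it lay at 25.87 against at most 11.49 on any other array. Across arrays, with mouse 21 included, that component correlated with the Gapdh difference (r = 0.49) and the dentate granule score (r = -0.52). Mouse 21 was the extreme array in both the component and the Gapdh difference. The correlation without it was not computed, so r = 0.49 may rest on that array.

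**Figure D1:**
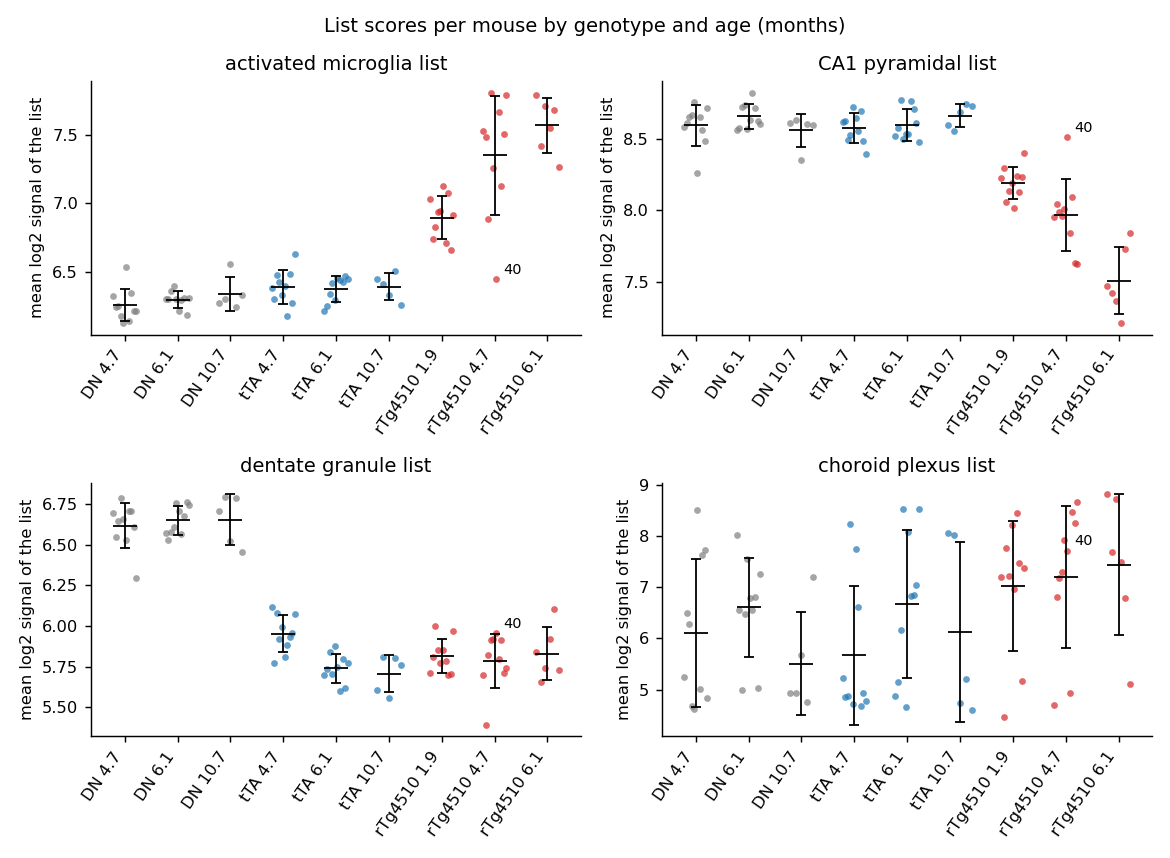
Mean log2 signal of the members of 4 gene lists in each mouse (points), by genotype and age in months, with the group mean and SD (black bars); mouse 40 is numbered. The activated microglia score of mouse 40 was 6.45, against 6.89 to 7.81 in the other 9 rTg4510 mice of 4.7 months and 6.18 to 6.63 in the tTA mice.

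The comparison of rTg4510 with tTA mice asks what the mutant tau transgene, or its insertion, changes in mice that also carry the transactivator. No mice with the tau transgene alone were measured, so the effects of mutant tau and of the insertion could not be told apart. At 4.7 months microglial and immune genes rose and genes of CA1 pyramidal neurons fell. The largest rise was in Ccl6, a microglial chemokine (2.53 ± 0.28, adjusted p = 1.07e-06), whose log2 signal was 6.38 ± 1.11 (SD, n = 10) in rTg4510 and 3.85 ± 0.37 (SD, n = 10) in tTA mice. Clec7a, a receptor of activated microglia, rose by 2.00 ± 0.25, Cd74, the invariant chain of class II antigen presentation, by 1.90 ± 0.20, and complement C4b by 1.65 ± 0.19 (adjusted p = 2.47e-06). Signals of C4b lay above every tTA mouse in 9 of 10 rTg4510 mice, and those of Cd74 in 10 of 10. Lefty1, a signalling gene of CA1 neurons, was among the genes that fell most (-0.93 ± 0.12, adjusted p = 3.73e-06).

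Of the activated microglia list 19 of 22 members rose at 4.7 months, 19 when adjusted over the list alone (median 0.95), among them Cd52 (1.90), Lyz2 (1.71) and Trem2 (1.22 by 1 probe set, and -0.04, which did not pass, by another). The camera adjusted p was 1.05e-30, and 0.00942 with an estimated correlation. Of the lysosome list 20 of 22 rose (21 adjusted over the list alone), led by Ctsz (1.04), Gusb (0.97) and Ctss (0.95), with an adjusted p of 4.42e-33, and 0.00942 with an estimated correlation. Complement had 10 of 18 members higher (11 adjusted over the list alone), including C1qb (1.25), C1qa and C1qc (1.10 each), with an estimated correlation adjusted p of 0.0148. These lists share members: 9 of 22 of activated microglia, 5 of 22 of lysosome and 5 of 18 of complement belong to another list too. Ctsb, Ctsd, Ctsz and Ctss are in both of the first 2, so the lists are not separate evidence. Antigen presentation had 8 of 11 higher (H2-Aa 1.53, H2-K1 0.62 and past the threshold by 3 of 4 probe sets, with -0.001 by the other) and reactive astrocyte 9 of 16 (Gfap 1.20, Osmr 1.19), 9 and 11 when adjusted over the list alone, with adjusted p = 0.0148 and 0.0204 with an estimated correlation. Homeostatic microglia (6 of 12 higher, with Tgfbr1 at 0.61) and oligodendrocyte (4 of 9, with Mag at 0.32) also passed camera, but lost the call with adjusted p = 0.183 and 0.153 with an estimated correlation. Beside these gains the choroid plexus score was 1.53 ± 0.61 higher in the rTg4510 mice. Its members Kcne2 and Folr1 differed by 2.17 ± 0.75 (adjusted p = 0.0744) and 2.07 ± 0.80 (adjusted p = 0.12). The choroid plexus list also passed camera, but lost the call with adjusted p = 0.245 with an estimated correlation.

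Among neuronal genes, 3 of 4 CA1 pyramidal members fell, namely Lefty1, Pou3f1 (-0.69 ± 0.10) and Wfs1 (-0.63 ± 0.11), while Ccn3 differed by -0.18 ± 0.09 (adjusted p = 0.269); the list's adjusted p with an estimated correlation was 0.00942. In the synaptic list 5 of 17 fell (9 adjusted over the list alone), led by Homer2 (-0.50), Camk2a (-0.41) and Grin2a (-0.39), with an adjusted p of 0.0283 with an estimated correlation. The immediate early genes Arc (-0.72), Egr1 (-0.62) and Nr4a1 (-0.53) fell, as did the clock genes Dbp (-0.74), Per2 (-0.65) and Per3 (-0.50). The activity regulated and circadian lists had 4 of 17 and 6 of 12 members lower. Both lists passed camera, but lost the call with adjusted p = 0.208 and 0.0937 with an estimated correlation. Fgf14, the gene known to be interrupted by the tau transgene in this line, changed by -0.63 ± 0.08 (adjusted p = 3.91e-06), whereas mouse Mapt, which encodes endogenous tau, differed by 0.03 ± 0.04 (adjusted p = 0.727). Interferon response (1 of 14 higher, Ifitm3 0.78) and general astrocyte (2 of 11, Aqp4 0.46) had few members past the threshold. Both lists passed camera, but lost the call with adjusted p = 0.204 and 0.282 with an estimated correlation. Oligodendrocyte precursor (1 of 4, Olig1 0.17) and heat shock (2 of 10, Cryab 0.38 by 1 of 3 probe sets, and -0.05, which did not pass, by another) also had few members past the threshold. Their adjusted p was 0.664 and 0.631 with an estimated correlation. The vascular, blood and peripheral immune and oxidative phosphorylation lists had none past it, with camera adjusted p = 0.33, 0.527 and 0.476.

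In all 1691 probe sets passed at 4.7 months, 1012 higher and 679 lower in rTg4510, a balance that turned with each array centred on its median (825 higher and 1088 lower), and 16 of 25 lists passed camera, 9 of them with an estimated correlation. With the choroid plexus score as a covariate the count was 768. The array of rTg4510 mouse 40 read low in C4b (6.999) and high in the CA1 pyramidal score (8.51, against at most 8.09 in the other 9). Its Cd74, like that of the other rTg4510 mice, still lay above every tTA mouse. Without this array the count was 1995 (1145 higher and 850 lower, 1645 of them shared) and 16 lists passed.

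At 6.1 months microglial, complement and astrocyte genes rose in rTg4510 and CA1 and clock genes fell. C4b rose by 2.71 ± 0.14 (adjusted p = 8.19e-14), with log2 signals of 9.63 ± 0.34 (SD, n = 6) in rTg4510 and 6.92 ± 0.24 (SD, n = 10) in tTA mice. Ccl6 rose by 2.42 ± 0.09, the macrophage gene Mpeg1 by 2.38 ± 0.12, Cd52 by 2.36 ± 0.14 and the cytokine receptor Osmr by 2.06 ± 0.17, each above every tTA mouse in 6 of 6 rTg4510 mice. Lefty1 changed by -1.49 ± 0.10 (adjusted p = 1.76e-11) and lay below every tTA mouse in 6 of 6 rTg4510 mice.

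Activated microglia had 21 of 22 members higher (Clec7a 2.23, Lyz2 2.23, Trem2 1.77 by 1 of 2 probe sets) and lysosome 19 of 22 (Ctss 1.45, Ctsz 1.23), 21 and 20 adjusted over the list alone, with adjusted p = 4.88e-05 and 0.00232 with an estimated correlation. Complement had 8 of 18 higher (C1qb 1.75, C1qa 1.69), homeostatic microglia 9 of 12 (Gpr34 1.01, Cx3cr1 0.98) and antigen presentation 7 of 11 (Cd74 2.07, H2-Aa 1.56), with adjusted p = 0.000432, 0.00189 and 0.0487 with an estimated correlation. Reactive astrocyte had 11 of 16 higher (Gfap 1.74, S100a6 1.34) and general astrocyte 9 of 11 (Sox9 0.71, Aqp4 0.67), with adjusted p = 0.00173 and 0.00481 with an estimated correlation. Of the Alzheimer risk orthologues 9 of 17 rose, including Inpp5d (0.67), Grn (0.62) and Spi1 (0.52), and 2 of 17 fell (estimated correlation adjusted p = 0.000432); part of this list is microglial. The choroid plexus score was 0.77 ± 0.73 higher in rTg4510 here, with no member past the threshold.

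All 4 CA1 pyramidal members fell, with Pou3f1 at -1.16 ± 0.10, Wfs1 at -1.12 ± 0.11 and Ccn3 at -0.59 ± 0.09 (estimated correlation adjusted p = 0.000476). Circadian genes had 8 of 12 lower (Per2 -0.66, Dbp -0.63, Per1 -0.59; estimated correlation adjusted p = 0.017). Activity regulated genes had 8 of 17 lower (Nr4a1 -1.04, Arc -1.03, Egr1 -0.93, Junb -0.86), synaptic genes 8 of 17 (Homer2 -0.66, Stx1a -0.43) and cholesterol synthesis genes 6 of 15 (Lss -0.36, Cyp51 -0.31 by 1 of 3 probe sets, and 0.05, which did not pass, by another), but these 3 lists lost the call with adjusted p = 0.194, 0.0559 and 0.166 with an estimated correlation. Interneuron genes Npy (0.28), Vip (0.25) and Reln (0.20) rose slightly, and Cck changed by -0.20 ± 0.04. Npy was also lower in tTA than in DN mice at this age, as given below, so its rise over tTA need not be a rise over DN. The study saw no elevation of Npy in the whole hippocampus. The inhibitory interneuron list passed camera, but lost the call with adjusted p = 0.194 with an estimated correlation. Fgf14 changed by -0.73 ± 0.08, and Mapt differed by -0.04 ± 0.05 (adjusted p = 0.666). Of the genes the study names, which are not independent evidence, 9 of 14 rose, Arc and Homer2 fell, and Itgam, Cd40 and Gad2 differed by 0.22 ± 0.11 (adjusted p = 0.238), -0.06 ± 0.05 (adjusted p = 0.566) and 0.34 ± 0.18 (adjusted p = 0.251).

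At 6.1 months 2854 probe sets passed, 1253 higher and 1601 lower (1014 and 2155 with centred arrays, and 2869 in all without mouse 21), and 20 of 25 lists passed camera, 11 of them with an estimated correlation. Of the probe sets that passed at 4.7 months 1030 also passed at 6.1 months in the same direction, 597 higher and 433 lower, where 56.04 and 48.05 would have overlapped if the calls had been independent. Across all probe sets, which are not independent replicates, the differences at the 2 ages correlated with an r of 0.717. Counted as genes the total was 1880 over fewer tests.

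**Figure D2:**
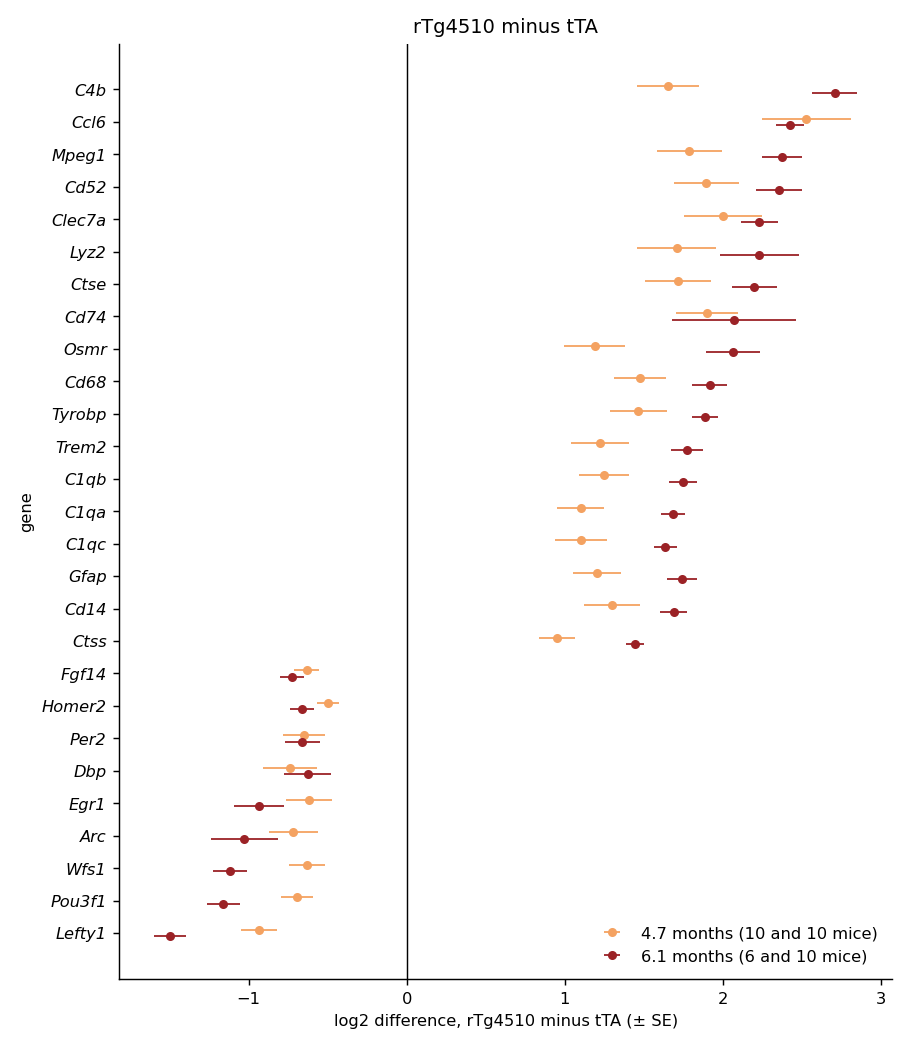
Log2 difference, rTg4510 minus tTA, with its SE, for named genes at 4.7 months (10 and 10 mice) and at 6.1 months (6 and 10 mice). C4b lay at 1.65 and 2.71 and Lefty1 at -0.93 and -1.49 at the respective ages.

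Against DN mice, which carry neither transgene, the rTg4510 mice showed the immune rise together with a fall of dentate granule genes that was shared by tTA mice. The choroid plexus score was also higher in rTg4510, at 7.20 ± 1.39 against 6.11 ± 1.45 (SD, n = 10 and 10) at 4.7 months and 7.44 ± 1.38 against 6.61 ± 0.98 (n = 6 and 10) at 6.1 months; with that score as a covariate 2490 and 3405 probe sets passed at the respective ages. At 4.7 months Ccl6 rose by 2.75 ± 0.28, C4b by 2.63 ± 0.19 and Cd52 by 2.35 ± 0.21, and Dsp, a desmosomal gene marking dentate granule neurons, changed by -1.47 ± 0.15. At 6.1 months C4b rose by 3.32 ± 0.14, Tyrobp by 2.15 ± 0.08 and Trem2 by 1.96 ± 0.10 (by 1 probe set, and -0.02, which did not pass, by another), while Lefty1 changed by -1.36 ± 0.10, Pou3f1 by -1.33 ± 0.10 and Dsp by -1.22 ± 0.16. Dentate granule members fell in 6 of 7 cases at 4.7 months and 6 of 7 at 6.1 months, including C1ql3 (-0.95 and -1.12) and Trpc6 (-1.08 and -1.15), with adjusted p = 0.000928 and 0.000878 with an estimated correlation. Activated microglia rose in 19 of 22 and 20 of 22 members, with adjusted p = 0.0126 and 0.000247 with an estimated correlation. In total 3019 probe sets passed at 4.7 months (1474 higher, 1545 lower; 3127 without mouse 40) and 3850 at 6.1 months (1622 higher, 2228 lower). With centred arrays 1240 were higher and 2243 lower at 4.7 months, and 1266 higher and 3030 lower at 6.1 months; counted as genes the totals were 2002 and 2494 over fewer tests.

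The comparison of tTA with DN mice asks what the transactivator, or its insertion, changes without mutant tau. At every age the same small group of genes stood out, with Car4 and Pmaip1 higher and dentate granule genes lower in tTA. Car4, a carbonic anhydrase, rose by 1.80 ± 0.05 at 4.7 months, 1.65 ± 0.06 at 6.1 months and 1.74 ± 0.10 at 10.7 months. The log2 signal of Car4 at 4.7 months was 9.83 ± 0.09 (SD, n = 10) in tTA and 8.04 ± 0.08 (SD, n = 10) in DN mice. Pmaip1, a gene that promotes apoptosis, rose by 1.47, 1.68 and 1.79, the cortical transcription factor Tbr1 by 1.42, 1.24 and 1.39, and Prss23 and Blnk also rose at each age. Dsp changed by -1.33 ± 0.15, -1.75 ± 0.14 and -1.93 ± 0.18, and the opioid precursor Penk by -1.39, -1.14 and -1.67. The chemokine Cxcl12 fell by 1 probe set (-1.51, -1.35 and -1.35), but another did not pass, at 0.09 at 4.7 and 0.20 at 10.7 months.

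Of the dentate granule list 5 of 7 members fell at 4.7 months, 6 of 7 at 6.1 months and 5 of 7 at 10.7 months, with adjusted p = 0.000266, 1.86e-05 and 0.0253 with an estimated correlation. Prox1, the transcription factor that sets granule cell identity, changed by -0.73, -1.07 and -0.80, and Stxbp6, C1ql3 and Trpc6 fell by more than 1 at each age. Calb1 fell at 6.1 months (-0.30 ± 0.05) and differed by -0.23 ± 0.08 (adjusted p = 0.109) at 4.7 and -0.20 ± 0.09 (adjusted p = 0.523) at 10.7 months, and Tdo2 went the other way, rising by 0.78 ± 0.15 at 4.7 months and differing by 0.27 ± 0.10 (adjusted p = 0.13) at 6.1 months. The 7 members of this list are all given, 3 of them outside the rule for named genes and so chosen after their values were seen. Outside the list Bdnf, a growth factor that granule neurons express, changed by -0.66, -0.69 and -0.63, and the neuropeptide Npy by -0.33 and -0.30 at the first 2 ages. The Npy difference at 10.7 months less that at 4.7 months was -0.0081 ± 0.11, so it was of similar size at 10.7 months. Of the loci known for the transactivator's insertion in this line, Ptprn2 changed by -0.41 ± 0.09 at 4.7 and -0.32 ± 0.08 at 6.1 months. At 10.7 months its mean log2 signals were 4.52 in tTA and 4.80 in DN mice. Ncapg2 changed by -0.38 ± 0.07 at 6.1 and -0.39 ± 0.08 at 10.7 months. At 4.7 months its mean log2 signals were 3.02 in tTA and 3.14 in DN mice. Vipr2 differed by -0.05 ± 0.04 (adjusted p = 0.716) at 4.7 months.

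C4b rose by 0.98 ± 0.19 at 4.7 and 0.61 ± 0.12 at 6.1 months, and differed by 0.56 ± 0.17 (adjusted p = 0.252) at 10.7 months. At 6.1 months C1qc (0.39), C1qb (0.36), Gfap (0.32) and Tyrobp (0.26) also rose in tTA, but the complement list lost its call with adjusted p = 0.202 with an estimated correlation. Heat shock members fell in 4 of 10 cases at 4.7 months (Hspb1 -0.72, Bag3 -0.50, Hspa5 -0.41; estimated correlation adjusted p = 0.0196), whereas Hspb1 rose by 0.59 ± 0.17 at 6.1 months. CA3 pyramidal members Bok (-0.56) and Iyd (-0.25) fell at 6.1 months (estimated correlation adjusted p = 0.0216). The immediate early gene Fos rose by 1.02 ± 0.18 at 10.7 months.

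The totals were 901 probe sets at 4.7 months (306 higher, 595 lower), 1187 at 6.1 months (482 and 705) and 198 at 10.7 months (61 and 137), and 153 passed at all 3 ages in the same direction, 39 of them higher in tTA. Camera passed 8, 6 and 5 of 25 lists, and 2, 2 and 1 with an estimated correlation. At 10.7 months, with 5 mice a side, the count moved with single DN mice, to 123 without mouse117, 109 without mouse118, 315 without mouse119 and 130 without mouse120; mouse119 had the highest Gfap (10.37 against at most 9.465) and Trem2 (5.42 against at most 5.005) signals of its group. The 10.7 month count also moved with the method, to 90 by the plain model, about 1.1e+02 on the linear scale and 431 with all 9 groups in the fit. At 6.1 months the count was 767 without the mice numbered 75 and above, and at 4.7 months 591 when counted as genes.

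**Figure D3:**
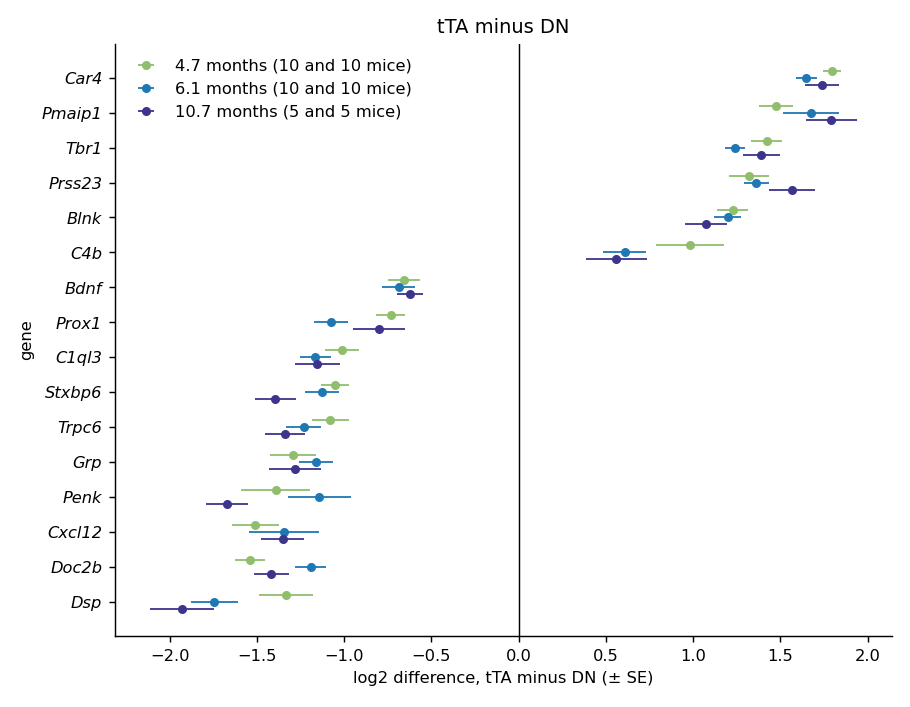
Log2 difference, tTA minus DN, with its SE, for named genes at 4.7 and 6.1 months (10 and 10 mice each) and 10.7 months (5 and 5 mice). Car4 lay at 1.80, 1.65 and 1.74 and Dsp at -1.33, -1.75 and -1.93 at the respective ages.

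With age in rTg4510 mice, from 1.9 to 6.1 months, complement and microglial genes rose and CA1, oligodendrocyte and cholesterol synthesis genes fell. Between these ages C4b rose by 1.57 ± 0.24 (adjusted p = 0.00108), Clec7a by 1.51 ± 0.32, and the cytokine receptor gene Osmr by 1.44 ± 0.28, all tested over the 3 ages. Dbp changed by -1.29 ± 0.24, Lefty1 by -1.22 ± 0.15 (adjusted p = 8.74e-05) and Arc by -1.01 ± 0.19. Mean log2 C4b was 9.63 ± 0.34 (SD, n = 6) in the rTg4510 mice of 6.1 months and 8.06 ± 0.23 (SD, n = 10) in the 1.9 month mice.

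Activated microglia had 12 of 22 members higher (20 adjusted over the list alone; Lyz2 1.33, Cst7 1.18), complement 7 of 18 (C1qb 1.05) and lysosome 9 of 22 (Ctsz 0.80), each with adjusted p = 0.0326 with an estimated correlation, while Trem2 differed by 0.92 ± 0.23 (adjusted p = 0.0572), passing without mouse 40 (0.92, adjusted p = 0.00432). Of the oligodendrocyte list 7 of 9 fell, among them the myelin genes Mog (-0.75 ± 0.11), Mal (-0.64 ± 0.07) and Cldn11 (-0.54 ± 0.08), with an estimated correlation adjusted p of 0.0493. Of cholesterol synthesis 5 of 15 fell (11 adjusted over the list alone), including Cyp51 (-0.51, by 1 of 3 probe sets), Idi1 (-0.50) and Lss (-0.42), with an estimated correlation adjusted p of 0.0326. CA1 pyramidal had 3 of 4 lower (Pou3f1 -0.80, Ccn3 -0.51; estimated correlation adjusted p = 0.0159), and the endothelial gene Cldn5 rose by 0.74 ± 0.16. Fgf14 differed by 0.04 ± 0.07 (adjusted p = 0.883) over the same ages. The count was 575 probe sets, 238 higher and 337 lower at 6.1 than at 1.9 months (619 without mouse 40, 378 without the 6.1 month mouse 10 and 373 counted as genes), and 16 lists passed camera, 9 with an estimated correlation. By pairs of ages 184 passed between 1.9 and 4.7 months, 807 between 1.9 and 6.1 months and 1 between 4.7 and 6.1 months. No control mice of 1.9 months were measured, so ordinary maturation from that age was not tested.

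The intersection, the set that the study treated as age-dependent, held 208 probe sets (133 higher and 75 lower at 6.1 months, 154 named genes), led by C4b, Cd52 and Clec7a. The excess of rises depended on the processing, with 109 higher and 120 lower among the brighter probe sets and 123 of 235 higher with centred arrays. Of the 208, 2 also passed with age in tTA mice. For the intersection, independent calls would have given 5.42, but its 3 results share rTg4510 arrays. When the arrays were divided so that none served both genotype and age tests, the divisions gave 12 (0.364 if independent) and 193 (1.16 if independent). The count was 271 without mouse 40 (202 shared), 134 without the 6.1 month mouse 10 and 382 with all 9 groups in the fit.

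The interaction asks directly whether rTg4510 minus tTA grew from 4.7 to 6.1 months, and for single genes it did not pass. C4b's difference was larger by 1.06 ± 0.26 (adjusted p = 0.162), that of Gfap by 0.54 ± 0.20 (adjusted p = 0.42) and that of the homeostatic microglial gene P2ry12 by 0.59 ± 0.14 (adjusted p = 0.122), and Lefty1's was different by -0.56 ± 0.16 (adjusted p = 0.353). By limma 0 probe sets passed, 1786 had an unadjusted p under 0.05 and the smallest adjusted p was 0.105; the plain linear model also gave 0, the linear scale and the brighter probe sets 1 each, and 3 passed without the mice numbered 75 and above. Leaving out rTg4510 mouse 8 gave 7, rTg4510 mouse 75 gave 11, and rTg4510 mouse 37 and tTA mice 65, 68 and 20 gave 1 each. Camera passed 15 lists, 12 of them with a positive median change, but with an estimated correlation CA1 pyramidal alone passed (median -0.48, adjusted p = 0.0148; 4 of 4 members adjusted over the list alone), and homeostatic and activated microglia had adjusted p = 0.0544 and 0.116 there.

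Age in the control genotypes, over 4.7, 6.1 and 10.7 months, gave fewer calls than age in rTg4510. The genes named here passed the F test over the 3 ages, and the value beside each is its difference of 10.7 from 4.7 months, not the quantity tested. In tTA mice these were Mmp14 (0.82 ± 0.16), Fabp7, a gene of radial glia and astrocytes (0.68 ± 0.13), Smoc2 (-0.49 ± 0.10) and Dbp (-0.48 ± 0.10). In DN mice they were the small heat shock gene Hspb1 (-0.88 ± 0.14), Chka (-0.46 ± 0.09), Nptx2 (-0.36 ± 0.08) and the cold-inducible Cirbp (0.40 ± 0.10). C4b differed by -0.06 ± 0.12 (adjusted p = 0.737) in tTA and 0.36 ± 0.16 (adjusted p = 0.481) in DN mice. Lists passed camera in 4 cases in tTA, lysosome among them, and 9 in DN, with heat shock (3 of 10 lower) and oxidative phosphorylation among these; none passed with an estimated correlation, where adjusted p = 0.644 for lysosome in tTA and 0.0976 for both of the named lists in DN. By limma's F test 55 probe sets passed in tTA (30 higher and 25 lower at 10.7 than at 4.7 months) and 69 in DN (26 and 43), and by pairs of ages the calls lay mostly between 4.7 and 6.1 months (77 higher and 44 lower in tTA, 36 higher and 64 lower in DN). Between 4.7 and 10.7 months 0 passed in tTA (2288 had an unadjusted p under 0.05 in the F test) and 9 in DN, and between 6.1 and 10.7 months 2 and 0 (2687 in the F test for DN). The tTA count fell to 6 without mouse 67, 61, 15 or 16, 8 without 60, 66 or mouse114, 9 without 65 or 68, 18 without mouse115, 23 without 64 or 14, and 26, 27, 28 and 33 without 17, 13, 63 and mouse116; the plain model gave 6 and the linear scale 12. The DN count was 126 without mouse 55, 110 without mouse119, 32 without 71, 36 without 80, 37 without 74, 38 without 73, 39 without 24, 41 without mouse121, 43 without 23 and 44 without 25 or 26, and 16 without the mice numbered 75 and above.

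Whether tTA minus DN depended on age was tested directly, and 9 probe sets passed, among them those of 6 named genes. Dbp, a clock output gene, had the smallest adjusted p (1.13e-04), with mean log2 signals of 8.22, 7.86 and 7.74 in tTA and 7.85, 8.19 and 7.96 in DN mice at 4.7, 6.1 and 10.7 months. Hspb1 was 7.36, 7.83 and 7.26 in tTA and 8.09, 7.25 and 7.20 in DN (adjusted p = 0.0037), and its partner Bag3 also passed (adjusted p = 0.0158). Dsp did not pass this F test over the 3 ages (adjusted p = 0.896): its tTA minus DN difference at 10.7 months less that at 4.7 months, which is not the quantity tested, was -0.59 ± 0.23, and 0.09 and 0.02 by 2 other probe sets. The count was 14 without DN mouse 74 or mouse121 and 16 without tTA mouse 20 or 21.

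Within rTg4510 groups, mice with more microglial transcript were compared with those with less in neuronal transcript, over 6 relations. At 4.7 months (10 mice) the activated microglia score correlated with the CA1 pyramidal score (Pearson r = -0.79, permutation p = 0.00747, adjusted p = 0.0448; Spearman rho = -0.76, p = 0.0151, adjusted p = 0.0908) and with the synaptic score (r = -0.73, permutation p = 0.0166, adjusted p = 0.0498; rho = -0.54, p = 0.112, adjusted p = 0.168). Without the 2 mice farthest from the median of the microglial score, mouse 40 among them, r was -0.56 and -0.49 (permutation p = 0.144 and 0.212), where neither passed. At 1.9 months r was -0.45 and -0.42 (adjusted permutation p = 0.266 for each), and at 6.1 months, with 6 mice, -0.36 and -0.71 (adjusted exact p = 0.482 and 0.233). At 6.1 months the choroid plexus score itself correlated with the activated microglia (r = 0.79), CA1 pyramidal (-0.73) and synaptic (-0.90) scores. At 4.7 months these values were -0.22, -0.03 and -0.42.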

Values the study reported

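The study reported 1,523 probe sets at 4.7 months and 2,749 at 6.1 months whose expression differed when rTg4510 animals were set against tTA. With age, 447 changed in the rTg4510 animals. The set common to these lists had 165 probe sets, for 139 genes. These results were obtained after an outlying tTA array of the 6.1 month group had been excluded.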

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

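The tests of choroid plexus, cell share, dissection, granule cell number and mouse 40 below were chosen after the results they measure were seen, while the tests on other splits of the arrays were chosen before.

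Rising immune transcript in rTg4510 mice has 2 technical explanations that were tested. Choroid plexus carried over with the hippocampus could raise immune genes: with the choroid plexus score in the fit the activated microglia median at 4.7 months was 0.89 (0.95 without it), which argues against it for that list, while the complement median was 0.20 (0.41 without it), so for complement it stays open. Fewer neurons would raise the share of every other cell type alike, but at 6.1 months the activated microglia score rose by 1.02 ± 0.09 more than the oligodendrocyte score. A response of microglia to mutant tau, which the design names, stays open and was not tested with these arrays, nor was an effect of the transgene's insertion. In other mice the paper reports that suppressing tau with doxycycline lowered Gfap expression and, in the cortex, Iba1 staining. It allows that doxycycline may also act on inflammation directly. The paper leaves open whether more cells, higher expression in existing cells, or both raised the immune genes.

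The lower dentate granule genes of tTA mice were set against dissection and cell number. Mouse-to-mouse differences in dissection that are unrelated to genotype are argued against, since 0 of 25 tTA mice scored above the lowest DN mouse of their age. That dentate granule score is made of the same genes, so a dissection that differed by genotype was not tested. Fewer granule cells in the tissue may explain it in part: 6 of the 7 members were lower at 6.1 months, but Dsp fell by 1.75 and Calb1 by 0.30 and Tdo2 was not lower, so it cannot be told apart from a change within the cells. The transactivator, its insertion, or the genetic background of the mice stay open as untested explanations. On background, the paper describes the tTA and DN mice as littermate controls bred from the same cross.

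The array of mouse 40, an rTg4510 mouse of 4.7 months, stood outside its group in C4b (gap over range 0.4917, signal 6.999 against 8.13 or more) and in the CA1 pyramidal score (0.4697, 8.51 against at most 8.09). On 27 genes that part the rTg4510 mice of 1.9 and 6.1 months from the tTA mice of 6.1 and 10.7 months, it lay on the rTg4510 side in 1, against 20 to 27 in the other 9 rTg4510 mice and 0 to 7 in the tTA mice of its age. A wrong genotype label may explain this, as a hypothesis. A swap with a tTA mouse would need a partner, and no tTA mouse of that age had more than 7. Cd74, which is not among the 27 genes, went the other way: in mouse 40 it lay above every tTA mouse of that age. Of the 27, the 1 gene on the rTg4510 side was Fgf14, the gene interrupted by the tau transgene. Its signal of 5.38 lay below the midpoint of the group means (5.05 and 5.78). It also lay above the highest of the other 25 rTg4510 arrays (5.27) and above the lowest tTA array (5.33), so Fgf14 does not decide. On 286 genes picked on the 6.1 month rTg4510 mice and the same tTA mice, without any 1.9 or 4.7 month array, it lay on the rTg4510 side in 12 and the rTg4510 mice of 1.9 months in 68 to 182, which argues against a slower course in that mouse; lower RNA integrity is argued against by its Gapdh 3′ minus 5′ difference of 0.128, within the 0.095 to 0.133 of the other 9.

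Single mice stood far from their groups, by a gap to the nearest mouse over the range of the group, in 19 of 198 groups, where chance gives about 1 in 20 (9.9). DN mouse119 of 10.7 months was highest in the activated microglia (0.7304) and homeostatic microglia (0.8194) scores, Gfap (0.879) and Trem2 (0.7554) and lowest in the CA1 pyramidal score (0.8719) and in correlation with its group (0.8684). tTA mouse 21 of 6.1 months was highest in the Gapdh (0.8012) and Actb (0.6299) 3′ minus 5′ differences and lowest in Mapt (0.5036), and DN mouse 57 of 4.7 months was highest in that of Actb (0.8277). Homeostatic microglia was highest in tTA mouse 69 of 4.7 months (0.4859) and in tTA mouse115 of 10.7 months (0.7601). Dentate granule scores were lowest in DN mouse 74 (0.4788) and rTg4510 mouse 36 (0.5483) of 4.7 months, and Dsp in DN mouse 29 of 6.1 months (0.4868). DN mouse 28 of 6.1 months was lowest in Trem2 (0.5242) and highest in Fgf14 (0.4791).

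The difference of tTA from DN changed with age, by the test of that change, for Dbp (adjusted p = 1.13e-04), Hspb1 (0.00370 and 0.0117 by 2 probe sets), Paip2b (0.00405), Mfsd4a (0.0117 and 0.0270 by 2), Bag3 (0.0158) and Calr (0.0233).

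The difference of rTg4510 from tTA was larger or smaller at 6.1 than at 4.7 months for 15 lists by camera at the preset correlation, with median log2 changes of -0.48 for CA1 pyramidal, -0.32 activity regulated, -0.16 cholesterol synthesis, 0.34 genes the study names, 0.31 homeostatic microglia, 0.30 CA3 pyramidal, 0.28 dentate granule, 0.22 activated microglia, 0.22 reactive astrocyte, 0.18 general astrocyte, 0.13 vascular, 0.12 complement, 0.0904 Alzheimer risk orthologues, 0.0652 lysosome and 0.0176 interferon response. Of these CA1 pyramidal alone passed with an estimated correlation, and the others had adjusted p = 0.0544 to 0.388 there.

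Other splits of the same arrays, 100 per result with the real one included, exclude chance for most counts of probe sets below. For the interaction they say nothing. For age in tTA and in DN they make chance unlikely but do not exclude it, since another split called more probe sets. The real split alone reached its count (1 of 100) in rTg4510 against tTA at 4.7 months (1691, highest other 138) and 6.1 months (2854, 806), rTg4510 against DN (3019, 1179 and 3850, 1172), tTA against DN at 4.7, 6.1 and 10.7 months (901, 12; 1187, 8; 198, about 1.1e+02), age in rTg4510 (575, about 1.2e+02), the effect of tTA by age (9, 2) and the intersection (208, 14). For age in tTA and in DN 2 of 100 reached it (55, highest other 373, and 69, highest other 181). A split that calls several times the real count may point to a structure of the samples, which was not tested. Leaving out 1 array took the real counts as low as 6 and 32. For the interaction 100 of 100 reached the count of 0, which every split must, so the splits do not bear on it (highest other 10); by limma 1786 probe sets had an unadjusted p under 0.05, and the plain linear model gave 0.

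For the count of lists in the interaction, other splits reached the real value (15, highest other 15, 3 of 100). Chance is made unlikely there but is not excluded. With an estimated correlation 1 list passed in the interaction, and with fry 2. Chance is excluded for the count of lists in rTg4510 against tTA at 6.1 months (20, highest other 19, 1 of 100). It is not excluded in rTg4510 against tTA at 4.7 months (16, highest other 19, 8 of 100), rTg4510 against DN at 4.7 months (18, 19, 7 of 100) and 6.1 months (18, 20, 9 of 100), tTA against DN at 4.7 (8, 15, 13 of 100), 6.1 (6, 10, 11 of 100) and 10.7 months (5, 18, 42 of 100), age in rTg4510 (16, 17, 7 of 100), in tTA (4, 15, 49 of 100) and in DN (9, 16, 26 of 100).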

How the results depend on the processing

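Adjusting for the choroid plexus score and leaving out mouse 40 were chosen after the results were seen. Quantile normalisation left the side of the threshold as it was for 188 of 188 named gene results, centring each array for 186 and all 9 groups in 1 fit for 175 (11 lost and 2 gained a call), none of these reversing. Another probe set of the same gene left 63 of 101 as they were, lost the call for 25, gained it for 1 and reversed 12, none past the threshold: Fgf14 with age in rTg4510 (-0.0079), Trem2 in rTg4510 against DN at 6.1 months (-0.0242) and tTA at 4.7 months (-0.0366), Cryab (-0.0479), H2-K1 (-0.001) and Mapt (-0.105 and -0.069) in rTg4510 against tTA at 4.7 months, Cyp51 at 6.1 months (0.0499), Dsp in the effect of tTA by age (0.0885 and 0.0236) and Cxcl12 in tTA against DN at 4.7 (0.0943) and 10.7 months (0.203). Counts moved by over 1.5 times with the choroid plexus covariate (768 for rTg4510 against tTA at 4.7 months, 110 for age in DN); counted as genes, with fewer tests (2002 and 2494 for rTg4510 against DN, 591 for tTA against DN at 4.7 months, 1880 for rTg4510 against tTA at 6.1 months, 373 for age in rTg4510); by the plain model (90 for tTA against DN at 10.7 months, 6 for age in tTA); on the linear scale (about 1.1e+02 and 12 for the same results, and 1 for the interaction); with the brighter probe sets (182 for age in DN, 1 for the interaction); with all 9 groups (431 for tTA against DN at 10.7 months, 382 for the intersection); without the 6.1 month mice numbered 75 and above, with fewer samples (767 for tTA against DN at 6.1 months, 3 for the interaction, 16 for age in DN); and without mouse 21 (16 for the effect of tTA by age). Counts of lists moved with the estimated correlation to 9, 10 and 2 at 4.7 months (rTg4510 against tTA, rTg4510 against DN, tTA against DN), 11 and 2 at 6.1 months (rTg4510 against tTA, tTA against DN), 1 at 10.7 months, 9 for age in rTg4510, 1 for the interaction and 0 for age in tTA and in DN; with fry to 3 and 1 for tTA against DN at 4.7 and 10.7 months, 2 for the interaction and 1 and 2 for age in tTA and DN; and with centred arrays to 8 at 10.7 months. Correlations at 4.7 months weakened without 2 mice to -0.56 and -0.49. At 6.1 months, with 4 mice left, that of CA1 pyramidal became 0.48 and that of synaptic -0.85. The first component held 23.1% of the variance of all probe sets. Where the number of genes or samples did not change, the cause was not tested. Leaving out each array in turn gave 1157 to 1995, 2577 to 3470 and 805 to 958 at 4.7 months, 2117 to 3250, 2988 to 4102 and 1002 to 1278 at 6.1 months (rTg4510 against tTA, rTg4510 against DN, tTA against DN), 109 to 315 at 10.7 months, 378 to 661 for age in rTg4510, 0 to 11 for the interaction, 6 to 79 for age in tTA, 32 to 126 for age in DN, 7 to 16 for the effect of tTA by age and 134 to 271 for the intersection; the report names each mouse that moved a count by over 1.5 times. Leaving out mouse 21 does not apply to age in rTg4510 and DN, nor leaving out the mice numbered 75 and above to age in tTA. Small changes are limited by the arrays at hand: in simulated data a shift of 0.3 was recovered in 0.5% of cases for tTA against DN at 10.7 months (5 mice a side) and 71.5% for rTg4510 against tTA at 4.7 months (10 mice a side); the part that signal over background plays was not tested.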
